A study of Rattus norvegicus with 16 samples. Its data were reported in "Peripheral Nerve Single-Cell Analysis Identifies Mesenchymal Ligands that Promote Axonal Growth" (2020).

How the data were processed

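The series measured mRNA in the sciatic nerve of young adult male Sprague Dawley rats. The injury was a unilateral resection meant to keep regrowing axons out of the distal stump. The distal nerve was taken 3 or 7 days post injury (DPI), and the uninjured nerve of the other side was taken from the injured animals on both days. Each of the 4 groups (contralateral 3 DPI, injured 3 DPI, contralateral 7 DPI, injured 7 DPI) held 4 arrays, which the labels call biological replicates. The labels do not link a nerve number to an animal. Biotin-labelled cDNA from total RNA was hybridised to Affymetrix Rat Gene 2.0 ST arrays, with 1 colour and 16 arrays in all.

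The authors deposited log2 values that had been background corrected, quantile normalised and summarised per probe set with the RMA method of the oligo package, whose version was not given in the sources used here. The deposited log2 values were not centred, and the median of the 36685 probe sets lay between 6.27 and 6.40 on the 16 arrays. Scanner output, detection calls and scan dates were not used here, so signal was not set against background on each array, and the number of arrays limits the precision. Quantile normalisation gives every array nearly the same distribution, so a change shared by most genes is not measured by these values. Correlations between arrays of 1 group ran from 0.982 to 0.989, and no pair of arrays held identical values.

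Probe sets were named from the platform annotation. One gene symbol was listed for 18511 probe sets, several for 575 and none for 17599, and only the first kind was used. For the 291 genes with more than 1 probe set, the probe set with the highest mean over the 16 arrays was kept, which left 18166 genes. No genome build was named for the array, so no coordinates are given. Gene identifiers were looked up in a table for the rat assembly GRCr8, which held 18394 of them, for names only.

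Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, default settings) in 1 fit of 4 group means over the 16 arrays, without a block, with 12 residual and 4.08 prior degrees of freedom. Adjusted p-values are Benjamini-Hochberg values over the 18166 genes. A gene was called at an adjusted p under 0.05 with at least a 2-fold change, the thresholds that the study's methods state for its neuron arrays and not for these nerves. The 5 comparisons were injured against contralateral nerve at 3 DPI and at 7 DPI, the difference between those injury effects, injured 7 DPI against injured 3 DPI, and contralateral 7 DPI against contralateral 3 DPI. Genes called at both days were counted beside the number that independent lists would share. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

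Before the data were examined, the groups, tests, alternatives, 42 gene lists and the rule for named genes were written down. The lists held the study's ligands, of which 254 of 269 were measured, and the ligands it found only after injury. Others held ligands most frequent in Schwann, mesenchymal, endothelial, mural or immune cells, and ligands more frequent in injured Schwann or endoneurial cells, taken from the study's mouse single-cell data. The last 2 lists kept ligands that its tables print at 3-fold or more and in at least 2% of the injured cells. This gave 35 and 42 members, fewer than the study counts, and many members are on both lists. Lists of ligand families covered neurotrophins and the GDNF family, interleukin 6 cytokines, chemokines, fibroblast growth factors and the epidermal growth factor family. Others covered TGF-beta and BMP ligands, semaphorins, ephrins, Wnt ligands with secreted Wnt modulators, vascular growth factors and TNF ligands. The rest covered myelin, cholesterol synthesis, injured Schwann cell genes, general Schwann cell markers, cell division, markers of other nerve, immune and neighbouring cell types, matrix proteases, lipid uptake and lysosome, interferon response, and immediate early genes. Each list was tested with camera in limma (two-sided, preset correlation of 0.01, Benjamini-Hochberg over the 42 lists), with an estimated correlation and with fry as alternatives.

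Named genes are drawn from those the rule takes: the 10 largest called increases and decreases whose arrays did not overlap at each day, leaving out placeholder symbols, up to 4 called members of each list with the largest changes, the 5 largest called changes in each direction between the days, ligands that crossed the Ntf3 cutoff, and some genes fixed by name. Not every gene the rule takes is reported here. Gal, Spp1 and Dhh lie outside the rule and were chosen after their values were seen. The study's own cutoff, a group mean at or above that of Ntf3, sets 1 probe set against another and was used only to count ligands.

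The alternatives were no fold minimum, leaving out the dimmest 30% of genes, averaging or keeping all probe sets of a gene, median centring, cyclic loess, trend and robust settings, array weights, fits of the compared groups alone, the replicate number as a block, pooling the contralateral arrays, other Ntf3 cutoffs, and leaving out each array in turn. Arrays with high muscle, interferon or adipocyte gene scores were left out as alternatives chosen after seeing the data. The scripts were tested on simulated data for 18166 genes with 200 changed. The noise was normal and independent for each gene and array, without the shared variation or outlying arrays of real data. Of 100 genes changed 3-fold, limma called 100 at 3 DPI, 100 at 7 DPI, 98 for the difference of the injury effects, 99 for the injured groups and 99 for the contralateral groups. Of 100 genes changed 1.5-fold, 74, 75, 46, 75 and 78 passed the adjusted p alone, in the same order. Among unchanged genes 0, 0, 2, 0 and 0 were called, and 13, 4, 7, 8 and 10 passed the adjusted p alone.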

Results

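RMA log2 values of 18166 genes were compared among 16 arrays of rat sciatic nerve, 4 each of contralateral and injured nerves at 3 and 7 DPI. Errors of log2 changes are standard errors of the limma fit with n = 4 arrays per group, and errors of group means are SDs.

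The first comparison asked which mRNAs differed between the distal nerve and the contralateral nerve at 3 DPI. Genes of myelin and cholesterol synthesis fell, and genes of cell division and macrophages rose. Prx, which encodes the myelin protein periaxin, fell by 4.23 ± 0.14 on the log2 scale (18.8-fold lower, adjusted p = 2.2e-12). Idi1, an enzyme of isoprenoid and cholesterol synthesis, was 13.5-fold lower. Ccnb1, the mitotic cyclin B1, rose by 3.11 ± 0.15 (8.66-fold, adjusted p = 1.3e-10), and Gpnmb, a glycoprotein of lipid-laden macrophages, rose 7.38-fold. Tyrp1, an enzyme of melanin synthesis, showed the largest rise, 5.63 ± 0.38 (49.5-fold, adjusted p = 4.7e-09), and the peptide ligand Ucn2 rose 33.7-fold. In all, 1055 genes were called, 591 higher and 464 lower. Without the fold minimum 6084 genes passed, 3420 higher and 2664 lower.

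Of 18 measured myelin genes, 15 fell and 3 were not called (median log2 change -1.89, camera adjusted p = 3.52e-19), including Cldn19 (-4.06 ± 0.13), Ncmap (-3.90 ± 0.16) and Mal (-3.77 ± 0.12). Of 18 cholesterol synthesis genes, 16 fell (median -2.01, camera adjusted p = 3.90e-24), with Fdft1, squalene synthase, at -3.00 ± 0.10 and Nsdhl at -2.81 ± 0.07. All 32 measured cell division genes rose (median 2.41, camera adjusted p = 3.63e-35), with Rrm2, a subunit of ribonucleotide reductase, at 3.74 ± 0.18. Of 14 genes of lipid uptake and lysosome, 4 rose (median 0.67, camera adjusted p = 2.86e-07), among them the cholesterol exporter Abca1 (2.73 ± 0.07) and lysosomal acid lipase, Lipa (2.48 ± 0.15). With an estimated correlation these 4 lists had adjusted p = 0.044 for myelin, 0.019 for cholesterol synthesis, 0.044 for cell division and 0.044 for lipid uptake. Adjusted over the list alone, the counts were the same 15, 16, 32 and 4.

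Macrophage and monocyte markers rose in 18 of 21 cases (median 1.53, camera adjusted p = 7.18e-14), among them Cd68 (2.26 ± 0.18) and the complement gene C1qb (2.00 ± 0.21), with adjusted p = 0.3 for the list with an estimated correlation. General Schwann cell markers fell in 3 of 9 cases, including Plekha4 (-2.03 ± 0.10) and Fxyd3 (-1.70 ± 0.08; camera adjusted p = 0.000331, adjusted p = 0.35 with an estimated correlation). Injured Schwann cell genes split, 6 higher and 4 lower of 14. Runx2, a transcription factor, rose 12.1-fold, Ngfr, the low-affinity neurotrophin receptor, 6.27-fold, and Atf3 4.93-fold, while the adhesion molecule Ncam1 fell by 1.82 ± 0.24. Fos and Fosl1, immediate early genes, rose 3.53-fold and 6.49-fold, within a list of 15 with 3 higher (camera adjusted p = 0.085). The list of T and natural killer cell genes held 1 higher gene of 15, Cd8b (2.33-fold), mast cells 1 of 9, Mcpt1, whose values of 3.06 to 3.79 in contralateral nerves lay below the lower quartile of each array, interferon response 1 of 15, Gbp2 (2.70-fold), and neutrophils 2 of 12. Camera called none of these 4 lists. Camera called 9 lists at 3 DPI, 5 higher and 4 lower, against 4 with an estimated correlation and 22 by fry, a number weighed against other divisions of the arrays among the observations.

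The study's ligands were a list chosen on these arrays by level, so their counts are not independent evidence of a direction. Of 254 measured, 17 rose and 15 fell at 3 DPI, and the count adjusted over the list alone was the same (camera adjusted p = 0.975). Btc, a ligand of the epidermal growth factor receptor, rose 14.2-fold, the chemokine Ccl2 15.8-fold, Fgf5 11.3-fold and Il18 3.72-fold. Lif and Il6, cytokines of the interleukin 6 family, rose 3.01-fold and 2.40-fold, Gdnf 2.50-fold and Shh 3.20-fold. Cntf, a survival factor made by myelinating Schwann cells, fell 11.9-fold, Lgi1 12.3-fold and Fgf1 11.5-fold, and Dhh, a hedgehog ligand of Schwann cells, fell 2.82-fold. Clcf1 lay just under the fold minimum at 0.98 ± 0.11 and passed it at 1.03 without contralateral 3 DPI replicate 3 and at 1.07 without injured 3 DPI replicate 2. Cxcl10 was called at 1.10 ± 0.31 and reached only 0.95 without injured 3 DPI replicate 2. Il21 was called at -1.04 ± 0.12 and lay at -0.99 without contralateral 3 DPI replicate 4 and at -0.91 with the contralateral arrays pooled. Bdnf (0.12 ± 0.10), Artn (0.15 ± 0.10) and Vegfc (-0.05 ± 0.08) were not called at 3 DPI. In contralateral 3 DPI nerves Bdnf (5.95 to 6.18) and Artn (6.07 to 6.47) lay below the median of all genes, 6.92. Signal was not set against background, so a rise of these 2 from a low level may have been missed.

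**Figure D1:**
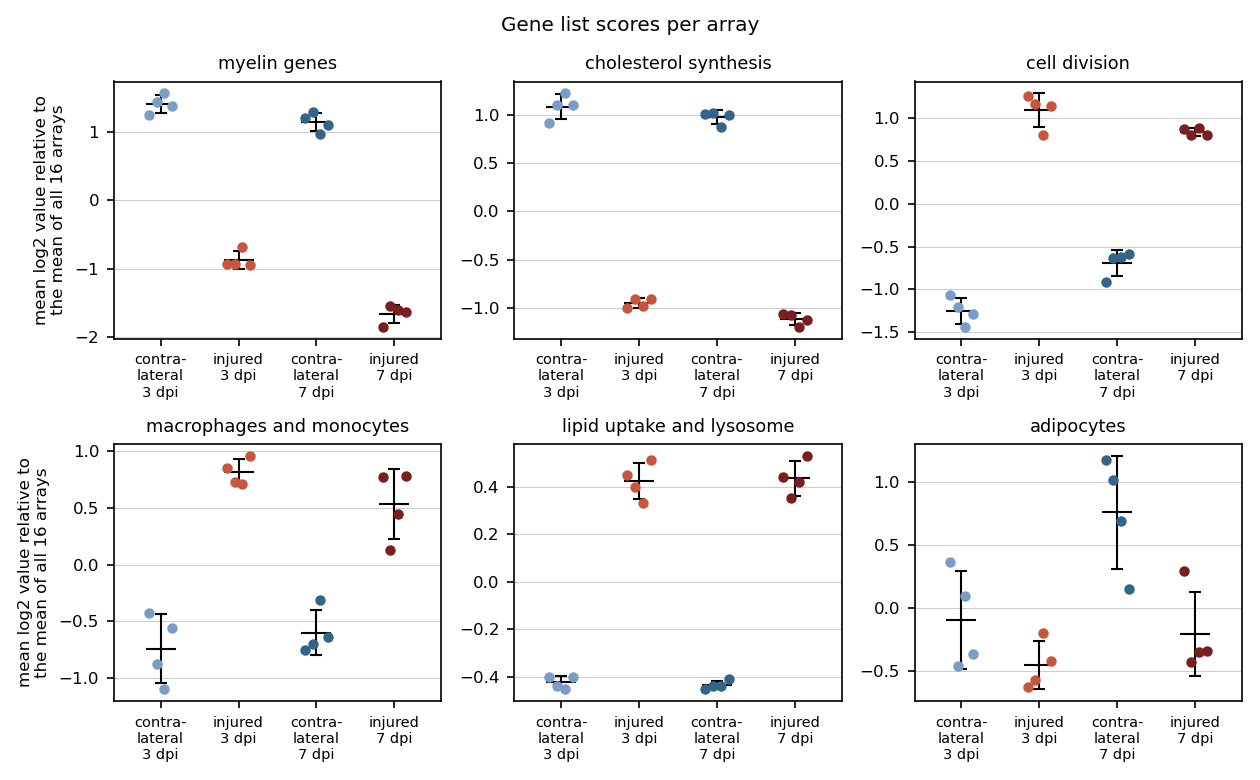
Mean log2 value of the measured genes of 6 lists on each array, relative to the mean of all 16 arrays, with 1 point per array and the mean ± SD of each group in black. Cell division scores lie between 0.81 and 1.26 in injured 3 DPI nerves and between -1.44 and -1.07 in contralateral 3 DPI nerves.

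Lists of ligands by cell type came from the study's mouse data. Ligands of injured Schwann cells had 9 higher and 1 lower of 34 (median 0.30, camera adjusted p = 0.000386, adjusted p = 0.14 with an estimated correlation). This list shares many members with that of injured endoneurial cells, given below. Among the shared members Ccl2, Ccl3, Cxcl10 and Lif were called higher. In injured mouse nerves the study detected them in a larger share of endoneurial than of Schwann cells, so the rise is not assigned to Schwann cells alone. Ligands most frequent in Schwann cells had 6 higher and 2 lower of 22 (camera adjusted p = 0.0203, adjusted p = 0.46 with an estimated correlation). The list of ligands most frequent in mural cells of injured nerve had 3 lower of 14, among them Fgf1 and Sema5a (-2.47 ± 0.12; camera adjusted p = 0.017, adjusted p = 0.078 with an estimated correlation). In the study's uninjured nerves these ligands were more frequent in myelinating Schwann cells than in mural cells, and they fell here with the myelin genes. No vascular smooth muscle marker was called in limma (median -0.04), though Myh11 was called at -1.02 with the contralateral arrays pooled. The fall is not assigned to mural cells, but a part of theirs is not excluded. The lists of mesenchymal ligands (6 higher, 2 lower of 66), endothelial ligands (1 higher, 1 lower of 17), immune ligands (3 higher, 1 lower of 16) and ligands of injured endoneurial cells (6 higher, 3 lower of 41) were not called by camera. Among the families, chemokines had 6 higher of 33, including Ccl6 (3.82-fold), the interleukin 6 family 2 higher and 1 lower of 7, fibroblast growth factors 1 higher and 2 lower of 17 with Fgf7 at -2.27 ± 0.18, the epidermal growth factor family 1 higher and 2 lower of 11, with Tgfa at -1.67 ± 0.13 and Hbegf at -1.51 ± 0.22, semaphorins 1 higher and 3 lower of 19, with Sema4g at -2.01 ± 0.15, and neurotrophins and the GDNF family 1 higher of 7. Wnt ligands and secreted Wnt modulators had 1 lower of 29, the modulator Sfrp5 (-1.04 ± 0.15). Sfrp5 lay at -0.99 without contralateral 3 DPI replicate 1 or without injured 3 DPI replicate 1. The ligands found only after injury had 1 higher of 26. TGF-beta and BMP ligands, ephrins, vascular growth factors and TNF ligands held no called gene in limma, and 7, 3, 5 and 3 of their members passed the adjusted p alone. Camera called none of these families at 3 DPI. The interleukin 6 family had a median of 0.04 and a mean of -0.04, with camera pointing up and fry down.

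Markers of the other nerve cell types moved little at 3 DPI. Endothelial cells had 1 lower of 12, Cldn5, at -1.06 ± 0.12 and at -0.97 without contralateral 3 DPI replicate 3. Perineurial cells had Itgb4 lower (-1.22 ± 0.12) and Msln higher (1.13 ± 0.21) of 8, and Msln reached 0.99 without contralateral 3 DPI replicate 3 or without injured 3 DPI replicate 4. Vascular smooth muscle, mesenchymal, endoneurial, B cell and red blood cell lists held no called gene in limma, and 5, 4, 4, 1 and 1 of their members passed the adjusted p alone. Adipocytes had 1 lower of 12, Lpl, lipoprotein lipase (-1.75 ± 0.23), skeletal muscle 1 lower of 12 and 0 adjusted over the list alone, and matrix proteases 3 higher and 1 lower of 19, with Mmp11 and Mmp19 at 2.53-fold and 2.41-fold higher and Adamts5 2.34-fold lower.

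The second comparison asked the same at 7 DPI. Myelin and cholesterol genes were again lower and cell division genes higher. Ncmap fell by 5.44 ± 0.16 (43.5-fold lower, adjusted p = 2.1e-13), Cnmd, chondromodulin, 39.2-fold and the fatty acid elongase Elovl7 37.8-fold. Dusp10, a MAP kinase phosphatase, showed the largest rise, 4.02 ± 0.12 (16.3-fold, adjusted p = 3.6e-13), followed by Fgf5 (14-fold) and Btc (13.5-fold). Lrrc15 rose 12.1-fold and the transcription factor Sox2 5.56-fold. In all, 846 genes were called, 451 higher and 395 lower, and with cyclic loess 418 were higher and 437 lower, so neither direction was clearly more frequent. Without the fold minimum 5833 genes passed, 3477 higher and 2356 lower.

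Of the 18 myelin genes 16 fell (median -2.34, camera adjusted p = 1.16e-22), with Drp2 at -4.96 ± 0.10 and Pmp2 at -4.59 ± 0.15, and 16 of the 18 cholesterol genes fell (median -2.15, camera adjusted p = 7.26e-27). Cell division genes rose in 28 of 32 cases (median 1.62, camera adjusted p = 1.37e-27, adjusted p = 0.068 with an estimated correlation), with Ttk at 2.27 ± 0.15. Lipid uptake and lysosome genes rose in 4 of 14 cases (median 0.72, camera adjusted p = 9.24e-09), with Lipa at 2.70 ± 0.15 and the lipoprotein gene Apoe at 1.13 ± 0.09. The list of mural ligands had 3 of 14 lower (median -0.34, camera adjusted p = 0.00221), again with the myelin genes, while vascular smooth muscle markers had 1 of 11 lower (camera adjusted p = 0.0906). Adjusted p with an estimated correlation was 0.025 for myelin, 0.012 for cholesterol synthesis, 0.03 for lipid uptake and 0.033 for the mural ligands. Adjusted over the list alone, the counts were the same 16, 16, 28, 4 and 3.

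Macrophage markers rose in 12 of 21 cases (median 1.16, camera adjusted p = 6.40e-10, adjusted p = 0.36 with an estimated correlation). Injured Schwann cell genes had 6 higher and 2 lower of 14 (camera adjusted p = 0.00626, adjusted p = 0.16 with an estimated correlation), with Ngfr at 3.00 ± 0.13. Ligands of injured Schwann cells had 6 higher and 1 lower of 34 (camera adjusted p = 6.48e-05, adjusted p = 0.084 with an estimated correlation). Of the higher ones, Ccl2, Cxcl10 and Lif are also on the list of injured endoneurial cells. Ligands most frequent in Schwann cells had 4 higher and 1 lower of 22 (camera adjusted p = 0.000166, adjusted p = 0.16 with an estimated correlation). Erbb3, the neuregulin receptor, was called at 1.03 ± 0.14 and lay at 0.93 without contralateral 7 DPI replicate 3, at 0.95 without injured 7 DPI replicate 2 and at 0.99 without injured 7 DPI replicate 3. Its call was also lost with median centring (1.00), cyclic loess (0.93) and pooled contralateral arrays (0.81). Endothelial markers had 1 lower of 12 (median -0.41, camera adjusted p = 0.00262, adjusted p = 0.55 with an estimated correlation) and red blood cells 1 lower of 4, Hba-a1 (-1.56 ± 0.33; camera adjusted p = 0.012, adjusted p = 0.36 with an estimated correlation). Matrix proteases, with 2 higher of 19, lay at the threshold (camera adjusted p = 0.0497, adjusted p = 0.4 with an estimated correlation). Camera called 13 lists at 7 DPI, 7 higher and 6 lower, against 4 with an estimated correlation and 26 by fry, which is weighed in the same place.

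Adipocyte genes fell in 4 of 12 cases at 7 DPI, and in 5 adjusted over the list alone (median -0.85, camera adjusted p = 6.66e-05, adjusted p = 0.4 with an estimated correlation). Plin1, which coats lipid droplets, was called at -1.22 ± 0.23. It lay at -0.62 with the contralateral arrays pooled (limma adjusted p = 0.14) and at -0.70 without contralateral 7 DPI replicates 1 and 2. Those arrays had adipocyte scores of 1.17 and 1.01, against -0.46 to 0.36 in the contralateral 3 DPI nerves. Interferon response genes had 2 higher of 15 and 1 adjusted over the list alone (camera adjusted p = 0.0906). Their score was 1.49 in injured 7 DPI replicate 4 and 0.64 in replicate 1, and the call of Mx1 (1.31 ± 0.49, adjusted p = 0.049) was lost, with values of 0.71 to 1.43, without injured 7 DPI replicate 1 or 4 or any 1 of the 4 contralateral 7 DPI arrays. Skeletal muscle genes scored 1.97 in injured 7 DPI replicate 1 and -0.47 to 0.40 in the other 3 injured 7 DPI arrays, with none of 12 called at 7 DPI in limma and 1 past the adjusted p alone.

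Among the study's ligands, chosen on these arrays and so not independent evidence, 16 rose and 15 fell at 7 DPI, the same as adjusted over the list alone (camera adjusted p = 0.264). Sema3e, a semaphorin, rose 7.77-fold, Lif 2.70-fold, Fgf23 2.76-fold and Angpt1, a ligand of the Tie2 receptor, 2.29-fold. Sfrp5 fell 3.61-fold, Spp1, osteopontin, 2.41-fold and Bmp6 2.19-fold. Mmp12 was called at 1.82 ± 0.63 (adjusted p = 0.037) with 9.93 in injured 7 DPI replicate 1 and 5.88 to 6.00 in the others, and lay at 0.82 without that array. Its call was also lost, at 1.72 to 1.82, without contralateral 7 DPI replicate 1, 2 or 4. Trend and robust settings in limma (adjusted p = 0.073) and a limma fit of the compared groups alone (adjusted p = 0.12) lost it too. Sema4d was called at 1.06 ± 0.11 and lay at 0.50 with the mean of its probe sets, at 0.96 with the contralateral arrays pooled and at 0.96 without injured 7 DPI replicate 1. Il6 was called at 1.22 ± 0.25 and lay at 0.97 without injured 7 DPI replicate 2. The neuropeptide Gal was called at 1.10 ± 0.29 and lay at 0.99 without contralateral 7 DPI replicate 3 and at 0.93 without injured 7 DPI replicate 3. Ccl11 (0.67 ± 0.19) and Bdnf (0.28 ± 0.10) stayed under the fold minimum, Bdnf again from low values (6.05 to 6.32 in contralateral 7 DPI nerves).

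**Figure D2:**
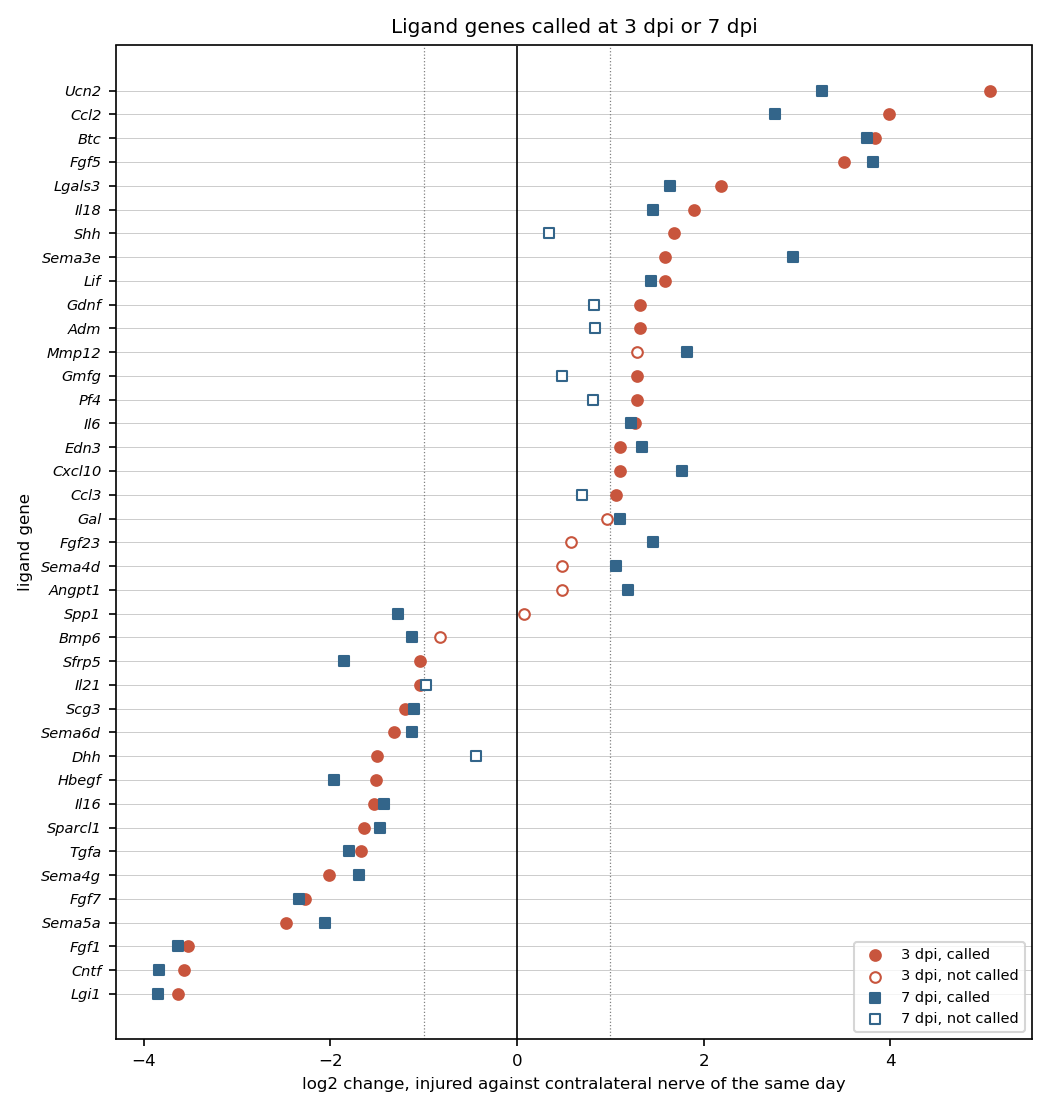
Log2 change of the 39 study ligands called at 3 or 7 DPI, injured against contralateral nerve of the same day, with 1 row per ligand, filled symbols where limma called the change and open symbols where it did not. Dotted lines mark the 2-fold minimum. Ucn2 has the largest rise at 3 DPI, 5.07, and Lgi1 the largest fall at 7 DPI, -3.85.

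Across both days, 367 genes were called higher and 322 lower, where independent lists of those lengths would share 14.7 and 10.1. No gene was called in opposite directions, and the log2 changes correlated at 0.875 across genes, which are not independent replicates. The 2 comparisons used different control arrays. Of the 39 ligands called on either day, 11 were higher on both, 6 at 3 DPI alone, 5 at 7 DPI alone, 13 lower on both, 2 at 3 DPI alone (Dhh and Il21) and 2 at 7 DPI alone (Bmp6 and Spp1). Some of these lay near the thresholds on the other day. Il21 (-0.97 at 7 DPI) was called there at -1.01 without contralateral 7 DPI replicate 3, at -1.03 without injured 7 DPI replicate 3 and at -1.10 with the contralateral arrays pooled. Gal (0.96 at 3 DPI) was called there at 1.20 without injured 3 DPI replicate 3 and at 1.05 without replicate 4. Mmp12 (1.29 at 3 DPI) was called there in a fit of the compared groups alone (adjusted p = 8.6e-05) and with array weights (1.41). Being called on 1 day does not by itself show a difference between the days.

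By the cutoff of the study, 226 ligands lay at or above Ntf3 in the 8 uninjured nerves, 241 in injured 3 DPI nerves and 241 in injured 7 DPI nerves, and 220 did so in all 3 conditions. The mean of Ntf3 was 6.09 ± 0.16 (n = 8) in uninjured, 5.92 ± 0.04 (n = 4) in injured 3 DPI and 5.90 ± 0.08 (n = 4) in injured 7 DPI nerves, and 67.8%, 71.4% and 70.9% of genes lay at or above it. Another 21 ligands were at or above it only after injury, 18 of them on both days, and 3 only in uninjured nerves (Il21, Scg3 and Fgf10). Of the 21, 4 were called higher on some day (Fgf23, Il6, Mmp12 and Sema4d). For 13 the higher injured mean lay less than 0.5 above the uninjured mean, or below it. Among them Calca, Cga, Il12a and Tslp had lower means in both injured groups than in uninjured nerves. Il12a was 6.06 in uninjured, 5.93 in injured 3 DPI and 5.91 in injured 7 DPI nerves. Such ligands crossed the cutoff only because the Ntf3 mean was lower after injury. Areg (0.18 ± 0.08 at 3 DPI), Ccl20 (0.27 ± 0.13) and Wnt7a (0.12 ± 0.11) crossed the cutoff without being called, and Sema4f rose by 0.85 ± 0.11 at 7 DPI, under the fold minimum. The 21 became 33 with the contralateral 7 DPI nerves alone as uninjured, 8 with the Ntf3 mean less 1 SD as the cutoff and 44 with 1 SD more.

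The third comparison asked whether the injury effect differed between the days. Of 70 genes that differed, 21 had a higher effect at 7 DPI and 49 a lower one, among them 5 of 18 myelin and 7 of 32 cell division genes. Pmp2, a myelin fatty acid binding protein, had an injury effect lower by -2.86 ± 0.22 at 7 DPI than at 3 DPI (adjusted p = 2.9e-06), and Drp2 by -2.22 ± 0.15. Hmox1, heme oxygenase 1, rose 10.7-fold at 3 DPI and 1.92-fold at 7 DPI, a difference of -2.48 ± 0.25 (adjusted p = 4.4e-05). Syt4 (-3.26 ± 0.31), Clca4l (-3.28 ± 0.34), Tyrp1 (-3.54 ± 0.54) and Ucn2 (-1.81 ± 0.25) differed in the same direction. Pcdh20, a protocadherin (1.59 ± 0.14), Sema3e (1.37 ± 0.21), Sox2 (1.20 ± 0.24) and Dhh (1.06 ± 0.24) had the higher effect at 7 DPI. Pappa did too (1.85 ± 0.37, adjusted p = 0.016), and the difference was 1.74 with an adjusted p = 0.088 without contralateral 7 DPI replicates 1 and 2. Without the fold minimum 312 genes passed. Among 100 divisions of the days, drawn at random and counted with the real one, another reached 65 genes. A drawn division could keep the injured arrays on their own days, so whether 65 is a chance level was not settled.

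Of 32 cell division genes 7 had a lower injury effect at 7 DPI (median -0.82, camera adjusted p = 3.86e-37, adjusted p = 0.13 with an estimated correlation), with Ccnb1 at -1.05 ± 0.22 and Rrm2 at -1.22 ± 0.26, and 5 of 18 myelin genes did (median -0.28, camera adjusted p = 2.78e-05, adjusted p = 0.56 with an estimated correlation). Most of the division difference came from the contralateral nerves, whose scores were -0.92 to -0.59 at 7 DPI against -1.44 to -1.07 at 3 DPI (median change 0.58), while the median change between injured nerves was -0.23 with no gene called. Camera called 12 lists, 2 with a higher effect and 10 with a lower one, against 0 with an estimated correlation and 2 by fry. Without contralateral 7 DPI replicates 1 and 2 it called 4.

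The injured nerves themselves were compared between the days in the fourth comparison. Myelin genes were lower at 7 DPI, Pmp2 by 7.57-fold and Drp2 by 5.53-fold, and 5 of 18 were called (median -0.58, camera adjusted p = 1.05e-14, adjusted p = 0.21 with an estimated correlation). Syt4 was 12.5-fold and Clca4l 12.7-fold lower, Shh 2.29-fold and Spp1 2.74-fold lower, and Pappa (4.47-fold), Sema3e (3.23-fold) and Pcdh20 (3.13-fold) were higher. Of the 58 called genes, 22 were higher and 36 lower, and 730 passed without the fold minimum. Camera called 6 lists, 2 higher and 4 lower, which became 5 and 4 with median centring and 4 and 4 with cyclic loess, against 0 with an estimated correlation and 1 by fry. Cell division genes had a median of -0.23 (camera adjusted p = 1.30e-08) and none of 32 called in limma, with 2 past the adjusted p alone. Interferon response genes had a median of 0.50 (camera adjusted p = 0.000172), with adjusted p = 0.63 when injured 7 DPI replicates 1 and 4 were left out. This comparison has no control for the harvest day or for a processing batch.

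**Figure D3:**
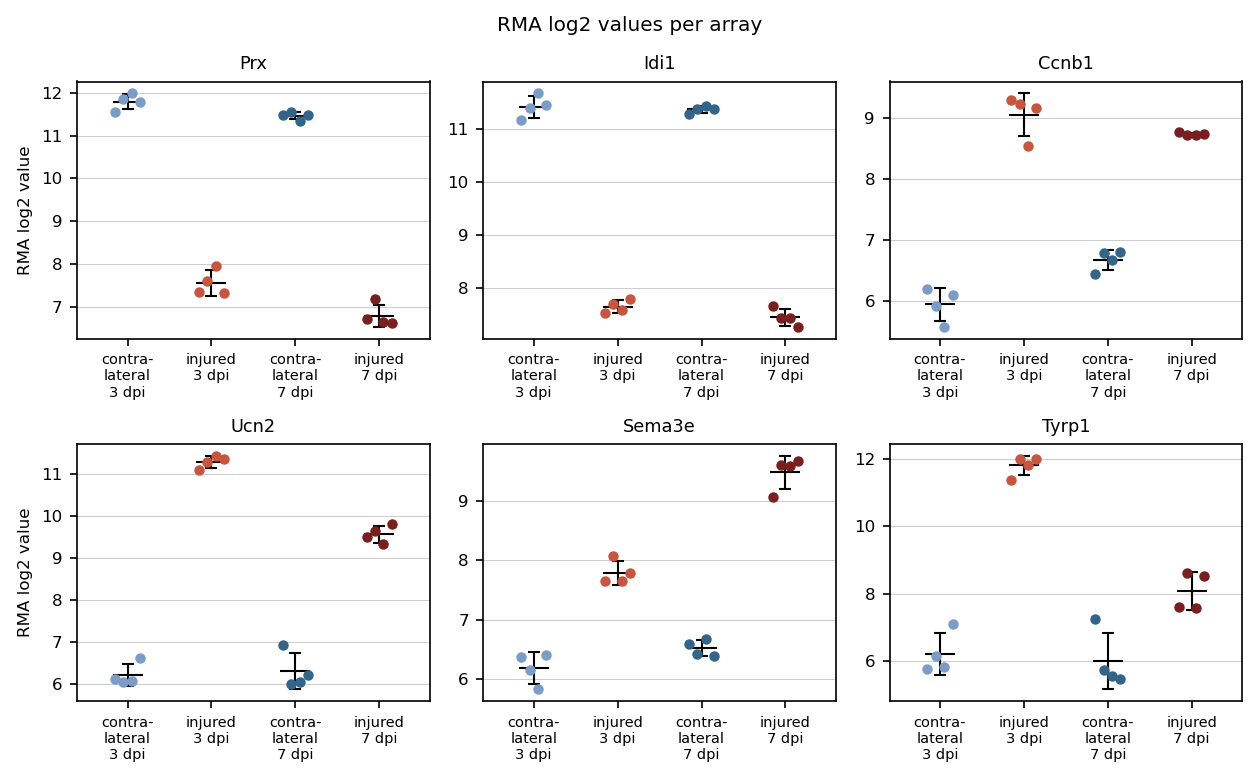
RMA log2 values of 6 genes on each of the 16 arrays, with 1 point per array and the mean ± SD of each group in black. Tyrp1 lies between 11.4 and 12.0 in injured 3 DPI nerves and between 7.57 and 8.61 in injured 7 DPI nerves.

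Contralateral nerves were compared between the days last, since they were pooled as uninjured for the ligand counts. In limma 2 genes were called, Ankef1 (1.09 ± 0.18, adjusted p = 0.031) and Depdc1 (1.10 ± 0.16, adjusted p = 0.023), both higher at 7 DPI, with 13 past the adjusted p alone and 2029 at an unadjusted p under 0.05. The count was 16 without contralateral 3 DPI replicate 1, 0 without contralateral 3 DPI replicate 2, 3 or 4 or contralateral 7 DPI replicate 2 or 3, 4 without contralateral 7 DPI replicate 1 and 5 without contralateral 7 DPI replicate 4. All 32 cell division genes had a higher mean at 7 DPI (median 0.58, camera adjusted p = 5.72e-40, adjusted p = 0.1 with an estimated correlation), though none was called and 4 passed the adjusted p alone. Adipocyte genes had a median of 0.71 (camera adjusted p = 1.61e-13, adjusted p = 0.29 with an estimated correlation), with 0 called and 5 adjusted over the list alone. Camera called 19 lists, 16 higher and 3 lower, against 0 with an estimated correlation and 1 by fry, and 10 without contralateral 7 DPI replicates 1 and 2.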

Values the study reported

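The study called a ligand mRNA expressed when its level was similar to or above that of Ntf3. Ntf3 itself lay in the top 67.6% of mRNAs in control nerves, 70.3% at 3 days and 71.2% at 7 days after injury. By this cutoff the study counted 238 ligand mRNAs in uninjured nerves, 249 at 3 days and 258 at 7 days. It found 226 in all 3 conditions, 31 in injured nerves only and 5 in control nerves only.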

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

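For each of 98 genes and each list, arrays of 1 group that lay apart from the other 3 were sought with Dixon's test, which picks about 1 in 20 such groups by chance. It picked 18 of 392 gene groups and 10 of 168 list groups, near that share. Values here are the log2 value of the array less the median of the other 3.

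In contralateral 3 DPI nerves, Fgf10 was 0.47 and Il18 -0.34 in replicate 1, Rrm2 -0.71 in replicate 3 and Ucn2 0.53 in replicate 4, and the lists of semaphorins (-0.04, replicate 2) and skeletal muscle (0.27, replicate 4) stood apart. In injured 3 DPI nerves, replicate 3 had lower Ccnb1 (-0.69) and Ttk (-0.43), higher Cntf (0.67) and Slc36a2 (0.34) and a higher myelin list (0.26), and Fgf23 was 0.50 in replicate 2. In contralateral 7 DPI nerves, Tyrp1 was 1.71 and Ncmap 0.15 in replicate 1, Lrrc15 0.73 and Sema4d -0.09 in replicate 3, and Cd8b -0.64 in replicate 4. Lists that stood apart there were the interleukin 6 family (0.20) and cell division (-0.31) in replicate 1, TNF ligands (-0.09) in replicate 2, and semaphorins (-0.09), cholesterol synthesis (-0.14) and endothelial cells (-0.48) in replicate 3. In injured 7 DPI nerves, all were in replicate 1: Mmp12 (4.02), Myh11 (0.53), Adamts5 (0.40), Sema3e (-0.53) and the adipocyte list (0.64).

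The injury effect differed between the days for 70 genes. It was lower at 7 DPI for Ccnb1 (-1.05), Depdc1 (-1.30) and Rrm2 (-1.22), which act in cell division, and for the myelin and lipid genes Drp2 (-2.22), Pmp2 (-2.86), Mal (-1.28), Ncmap (-1.54), Elovl6 (-1.18) and Elovl7 (-1.12). Cnmd (-1.95), Clca4l (-3.28), Hmox1 (-2.48), Syt4 (-3.26), Tyrp1 (-3.54), Ucn2 (-1.81), Shh (-1.34) and Spp1 (-1.34) were lower too. It was higher at 7 DPI for Dhh (1.06), Pappa (1.85), Pcdh20 (1.59), Sema3e (1.37) and Sox2 (1.20).

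By camera, 12 lists differed in injury effect between the days, but none did with an estimated correlation (adjusted p = 0.13 to 0.68), and 4 did without contralateral 7 DPI replicates 1 and 2. The median difference was -0.82 for cell division, -0.28 for myelin, -0.40 for macrophages, -0.48 for mast cells, -0.56 for adipocytes, -0.46 for red blood cells and -0.65 for perineurial cells. It was -0.23 for endothelial cells, -0.13 for endothelial ligands and -0.29 for immediate early genes, and 0.30 for injured Schwann cell genes and 0.32 for general Schwann cell markers.

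Both patterns below were noticed in the data. Standard errors of medians in their tests were taken across the genes of a list, measured on the same arrays. They do not measure variation between nerves. The limits for the tests of pigment cells, lysosomal factors and adipose tissue were written before those tests were run, and the test of injured tissue in contralateral nerves was chosen after its result was seen. Tyrp1 rose 49.5-fold at 3 DPI. Pigment cells carried along with the nerve would raise other pigment genes. The median change of 7 of them was -0.02, with a standard error across genes of 0.04. Singly they changed by -0.07 (Tyr) to 0.15 (Trpm1), with limma standard errors of 0.08 to 0.14, so this explanation is unlikely. A broad rise of lysosomal genes driven by the MiT/TFE factors could include Tyrp1. The 14 listed factors and targets had a median of 0.13, with a standard error across genes of 0.23. Atp6v0d2 rose by 2.52, and the others lay between -0.35 (Tfe3) and 0.54 (Fnip2). No rise near that of Tyrp1 was shared across the list, and smaller rises leave the question open.

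Cell division genes had higher means in contralateral 7 DPI than in contralateral 3 DPI nerves. Injured tissue in the contralateral 7 DPI samples would also raise 27 genes of other lists called higher on both days. Their median difference was 0.09, with a standard error across genes of 0.06, so this may not account for a shift of 0.58. The test is weak, since a call at 7 DPI favoured genes with low values in these same contralateral 7 DPI arrays. More adipose tissue may not account for it either, since the shift was 0.72 when the adipocyte score was a covariate, with a standard error across genes of 0.06. An effect of age, harvest day, the operation on the other side or a batch of collection, hybridisation or scanning may remain. No naive nerve was among these arrays and batch records were not used here, so nothing was set against the 0.72.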

How the results depend on the processing

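Without the fold minimum, genes past the adjusted p rose from 1055 to 6084 at 3 DPI, from 846 to 5833 at 7 DPI, from 70 to 312 for the difference of the injury effects, from 58 to 730 between injured nerves and from 2 to 13 between contralateral nerves. Genes on both days rose from 689 to 4301, and ligands from 32 to 99 at 3 DPI and from 31 to 111 at 7 DPI.

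The 2 genes between contralateral nerves became 5 with dim genes left out, 0 with all probe sets, 8 with array weights, 0 with only the compared groups and 0 to 16 with 1 array left out. Leaving out 1 array gave 991 to 1128 genes at 3 DPI, 817 to 870 at 7 DPI, 58 to 97 for the difference and 52 to 64 between injured nerves, with 29 to 34 ligands at 3 DPI and 30 to 32 at 7 DPI. It left 19 to 28 ligands at or above Ntf3 only after injury, where 21 were found, and the count was 33 with contralateral 7 DPI nerves alone, 8 with the Ntf3 mean less 1 SD and 44 with 1 SD more.

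In place of 9, 13, 12, 6 and 19 lists in the 5 comparisons, camera with an estimated correlation called 4, 4, 0, 0 and 0, and fry 22, 26, 2, 1 and 1. Without contralateral 7 DPI replicates 1 and 2, chosen after seeing the data, camera called 4 for the difference and 10 between contralateral nerves.

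Replicate numbers were checked as a pairing of nerves. Of 8 pairs 2 correlated above 0.1 and 4 matched best with their own number among 4 candidates. So few pairs neither show nor exclude a link, and the numbers were not taken to link animals. Both sides came from the injured animals, so injured and contralateral arrays of a day may not be independent. With the replicate number as a block, 1055 genes were called at 3 DPI, 849 at 7 DPI, 66 for the difference, 692 on both days, 32 and 31 ligands, and 9, 16 and 13 lists. The bare number as a block gave 59 genes and 8 lists between injured nerves and 1 gene and 20 lists between contralateral nerves, and a random block gave 58 and 2 genes.

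Of 4107 comparisons of named genes with these settings, 3985 left the gene called or uncalled as before, 71 lost a call, 51 gained one and 0 reversed. At 7 DPI, Mcpt1 (1.52 ± 0.47) lost its call without contralateral 7 DPI replicate 1, 3 or 4 (1.24 to 1.45). The call also went without injured 7 DPI replicate 2 (1.18), each time by the adjusted p. Mcpt1 values of 2.54 to 4.92 in contralateral 7 DPI nerves lay below the lower quartile of each array. Ncam1 was called at -1.01 ± 0.24 at 7 DPI. It fell under the fold minimum without contralateral 7 DPI replicate 1 or 2 or injured 7 DPI replicate 3 or 4 (-0.99 to -0.83).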

Other observations

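Ligands tied to Schwann cells followed different courses. Cntf fell on both days (11.9-fold and 14.3-fold lower), while Dhh fell 2.82-fold at 3 DPI and was not called at 7 DPI (-0.44 ± 0.17). Ngfr and Atf3, marks of injured Schwann cells, stayed high on both days, and Sox2 was 2.42-fold higher at 3 DPI and 5.56-fold higher at 7 DPI. Of that difference, 0.69 ± 0.17 on the log2 scale lay between the injured nerves and -0.51 ± 0.17 between the contralateral nerves, neither of which was called. The lipid genes Abca1 and Lipa stayed high on both days.

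Spp1, a ligand of macrophages and Schwann cells, was unchanged at 3 DPI (0.07) and 2.41-fold lower at 7 DPI. Syt4 rose 9.33-fold at 3 DPI and was flat at 7 DPI (-0.04). Hmox1 rose 10.7-fold at 3 DPI and was 1.92-fold higher at 7 DPI, just under the fold minimum, with calls at 1.09 without injured 7 DPI replicate 2 and at 1.07 with the contralateral arrays pooled.

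The test of ligands close to the cutoff and that of a rise of their mRNA were chosen after the result was seen. The limit for the test of a lower Ntf3 level was written before that test was run, once the ligand counts were known. Ligands found at or above Ntf3 only after injury may lie close to the cutoff, since 25 ligands fell on different sides of it in the 2 groups of uninjured nerves. Of these, 19 passed it at 3 DPI alone and 6 at 7 DPI alone. The 21 are upward crossings only, from the mean of 8 uninjured arrays. The 25 also reflect the cutoff, as Ntf3 was 6.02 ± 0.07 in contralateral 3 DPI and 6.16 ± 0.21 in contralateral 7 DPI nerves. A lower Ntf3 mean after injury could account for part, as 11 of the 21 remained with the uninjured mean as the cutoff in every group. A rise of the ligand itself may account for others, as 8 of the 21 were higher at an adjusted p under 0.05.

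The study's text gives 5 ligands in control nerves only, and 3 were counted here among 254 measured, of which Il21 and Scg3 are on the study's list and Fgf10 is not. The cause of the difference was not tested.

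The arrays were also divided in every other way that ignored the compared condition, or in 100 drawn ways, and the real division is counted among them. In the other divisions the injury effect adds to the variation within groups, which lowers their gene counts by design. As many calls as at 3 DPI came from 1 of 35 divisions (1055 genes, at most 1 in another), and as many as at 7 DPI from 1 of 35 (846 genes, at most 0). Between injured nerves it was 1 of 35 (58 genes, at most 2), and for genes on both days 1 of 100 (689 genes, at most 0). For ligands it was 1 of 35 at 3 DPI (32, at most 0) and 1 of 35 at 7 DPI (31, at most 0). The difference of the injury effects gave 1 of 100, but a drawn division reached 65 genes against 70. Drawn divisions could keep the injured arrays on their own days and mix only the contralateral ones. How the division with 65 genes was mixed was not examined, so it does not settle what chance gives. Between contralateral nerves 2 of 35 divisions gave 2 genes or more (at most 3), so chance could account for them.

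Camera called 9 lists at 3 DPI, and 10 of 35 divisions gave as many or more, up to 15. At 7 DPI it called 13, and 7 of 35 divisions gave as many or more, up to 16. By this count chance is not excluded, but 16 of the divisions put 3 injured arrays against 1 and so keep part of the injury effect. These made up 7 of the 10 and 6 of the 7. Counted apart after the result was seen, the 18 divisions with 2 injured arrays on each side gave 9 lists or more in 2 cases at 3 DPI, up to 15, and 13 or more in 0 cases at 7 DPI, up to 11.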
